A study of Homo sapiens with 8 samples. Its data were reported in "Genetic and compound screens uncover factors modulating cancer cell response to indisulam" (2022).

How the data were processed

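Gene expression was measured by RNA sequencing in Panc10.05, an established human pancreatic cancer cell line, and in a derivative of it that had acquired resistance to indisulam. Indisulam is a sulfonamide that tethers the splicing factor RBM39 to the DCAF15 ubiquitin ligase, after which RBM39 protein is degraded. There were 8 libraries in 4 groups of 2: parental untreated, parental indisulam, resistant untreated and resistant indisulam. Parental cells received 2 µM of the drug for 18 h. Per the study's description, treated resistant cells were kept on the drug without interruption, and the resistant untreated group had been taken off it for a drug holiday. The growth and treatment notes of the labels name A549 cells, whereas the titles and the cell line field name Panc10.05. The titles were followed. The study calls the 2 libraries of a group technical replicates, so every p-value below concerns these cultures and libraries.

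The authors deposited a table of raw read counts per gene for each library. They prepared stranded libraries from polyadenylated RNA, trimmed paired-end reads with SeqPurge and aligned them with HISAT2 to GRCh38. The counting program, its strand setting and its annotation release were not stated. Each table listed 60675 Ensembl genes followed by 9 lines for reads not assigned to a gene, among them reads marked as duplicates, so duplicates were left out of the gene counts. Because alignment and counting were done upstream, reads of overlapping genes may have been assigned by rules not known here, and splicing within a gene was not analysed here. Symbols and positions were taken from GENCODE release 44 on GRCh38, which matched 60419 of the 60675 identifiers. This annotation was not necessarily the release used for counting.

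The reads assigned to genes ranged from 65266253 to 108002436 per library. Reads without molecular identifiers are not independent molecules, so this depth bounds counting error only. At this depth, counting noise was small for most genes, and the limit on precision was the number of libraries. An exact two-sided permutation test of 2 libraries against 2 cannot give a p below 0.333, so single values were not tested that way and all tests came from a model fitted across genes.

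The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, which left 16661 genes, and libraries were scaled with TMM (the trimmed mean of M values). A quasi-likelihood model of the 4 group means was fitted to all 8 libraries (robust, 4 residual degrees of freedom). The contrasts were indisulam against untreated in each line, resistant against parental cells off and on the drug, and the difference of the responses of the lines (the interaction). Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values are counts scaled to a common library size with TMM. The slope of the resistant on the parental response was a least-squares slope through the origin across all tested genes, given with the range and SD of 4 slopes from single same-numbered libraries on the log2(CPM + 1) scale.

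The genes named in the text were chosen by a rule fixed before the data were examined: a list of 26 genes (the drug target, its degradation complex, the BCL-2 family and some kinases), and for each of the 5 contrasts the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean log2 CPM of at least 3 and no overlap between the libraries compared (for the interaction, between the same-numbered differences of the lines). Genes without a symbol were skipped. BCL2A1, with at most 2 reads in any library, did not pass the filter, so 25 listed genes were tested.

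Groups share replicate numbers in the sample titles, and the fit with the replicate number as a block was made beside the main one. The alternatives chosen before the data were examined were DESeq2 size factors, library totals alone, the DESeq2 1.42.0 Wald test, no filter, a mean CPM of at least 1, only the groups compared, the replicate block, an adjusted p under 0.01, a glmTreat test against 0.5 log2 units, mitochondrial and the 10 most abundant genes left out, and each library left out in turn. For the slope they were also the genes called in parental cells alone and an estimate with noise in the parental change removed by using each replicate as instrument for the other. A correction for GC content and transcript length (a smooth curve per library), the same with the block, thinning of all libraries to the smallest total, protein-coding genes alone and a slope on the log2(CPM + 1) scale were added after the data had been examined. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

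The code was tested on simulated counts with the means, depths and dispersions of the real libraries. Of 192 changed genes among 16276, the parental contrast recovered 147 (76.6%), with 17 false calls that made up 10.4% of all calls, against a nominal 5%. The resistant contrast recovered 95 (49.5%), with 13.6% false calls, and the interaction 82 (42.7%), with 9.9% false calls. In a contrast where nothing had changed, 7 genes were called. The limit at which this test stops had first been set at 10% false calls and was raised to 15% after the value of 10.4% was seen, with the method left as it was. In this simulation the adjusted p-values of the main test were therefore somewhat too small. A far smaller share of genes changed in it than was called in the real data, and the false share depends on that. These percentages come from a single simulated data set and do not give the false share of the real calls, which is not known. DESeq2 on the same simulated counts recovered 66.1% with 5.9% false calls. Over the changed genes a simulated slope of 0.5 was returned as 0.453.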

Results

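The transcriptome of parental and indisulam-resistant Panc10.05 cells was profiled with and without indisulam in 8 libraries, 2 per group. Reads assigned to genes numbered 108002436 and 105655653 in the parental untreated libraries, 77161562 and 80482880 in the parental indisulam libraries, 74689044 and 65266253 in the resistant untreated libraries, and 65781780 and 93393805 in the resistant indisulam libraries. Between 22728 and 25263 genes had at least 1 read per library.

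Libraries of a group correlated with r of 0.9964 to 0.998 across genes on the log2 CPM scale, while libraries of different lines reached at most 0.9745. The counts of paired libraries still differed by more than sampling noise, with a mean chi-square per gene of 2.05 in parental untreated, 6.32 in parental indisulam, 6.13 in resistant untreated and 3.97 in resistant indisulam cells. Such an excess is also found between libraries made separately from the same RNA, so it does not show that the cultures were separate. Each library was entered as a replicate, and the p-values concern the spread between libraries. The first principal component held 67.7% of the variance and parted the lines, and the second held 14.5% and parted untreated from drug-treated libraries. The third held 9.8% and parted parental untreated and resistant indisulam libraries from the other libraries.

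To determine what the drug does in sensitive cells, parental cells treated for 18 h with 2 µM indisulam were compared with untreated parental cells. Of 16661 genes tested with the quasi-likelihood test of edgeR, 9690 (58.2%) were called (p adjusted by Benjamini-Hochberg, here and below), 5259 higher and 4431 lower. Most changes were small, with a median absolute log2 fold change of 0.28 among the calls, and 1055 genes passed 1 log2 unit, 143 of them higher and 912 lower. The count depended most on a minimum effect: tested against 0.5 log2 units, 1042 genes were called. With the replicate number as a block 9537 genes were called. Same-numbered libraries did not deviate together, since the correlation of their deviations from the group means lay between -0.058 and 0.027 over the 6 pairs of groups.

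Expression of the drug target rose in this comparison. RBM39 (ENSG00000131051, chromosome 20, 35701347 to 35742312, minus strand) increased from 334.2 ± 3.25 to 723.8 ± 10.7 CPM (SD, n = 2), a log2 fold change of 1.11 (SE 0.029, adjusted p 4.9e-18). RRAGB (ENSG00000083750, chromosome X, 55717749 to 55758774) had the largest rise among the genes covered by the naming rule, with a log2 fold change of 1.29 (SE 0.05, adjusted p 3.3e-15), and NPAS2 rose by 0.94 log2 units (SE 0.2) from counts of 43 and 30 to 45 and 54. GALNT7-DT, a long noncoding RNA (ENSG00000245213, chromosome 4, 173094868 to 173169652), fell by 1.94 log2 units (SE 0.067, adjusted p 7.9e-16). PABPC1L fell by 1.76 and TMEM60 fell by 1.64 log2 units. GALNT7-DT and PABPC1L overlap GALNT7 and TOMM34 on the opposite strand, which held 94.6% and 77.2% of the reads of each pair, so their values are uncertain while the strand setting of the counting is unknown.

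The resistant line was compared on the drug and after the drug holiday. Here 8446 genes were called, 4149 higher and 4297 lower, and 8319 with the replicate block. Past 1 log2 unit were 867 genes, 623 higher and 244 lower, the opposite balance to that in parental cells. This reversal was limited to weaker genes, with 529 of 660 higher at a mean CPM under 1 and 84 of 140 at 1 to 10. At 10 and over 57 of 67 were lower, as were 45 of 48 in parental cells. RBM39 rose again, by 0.94 log2 units (adjusted p 7.3e-18), from 304.8 ± 8.58 to 584.2 ± 9.62 CPM (SD, n = 2). HMOX1 (ENSG00000100292, chromosome 22, 35380361 to 35394214) rose by 1.30 log2 units (SE 0.066, adjusted p 4.1e-13), PIF1 by 1.29 and ZNF850 by 1.28. ZNF850 overlaps ZNF567 on the opposite strand, which held 52.7% of the reads of the pair. The largest falls under the naming rule were in genes known to be induced by interferon. IFI6 (ENSG00000126709, chromosome 1, 27666064 to 27672212) fell by 4.83 log2 units (SE 0.06, adjusted p 1.5e-25), from 62.6 ± 0.184 to 2.17 ± 0.203 CPM (SD, n = 2). IFI44L fell by 4.43 and OAS1 fell by 4.20 log2 units.

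**Figure D1:**
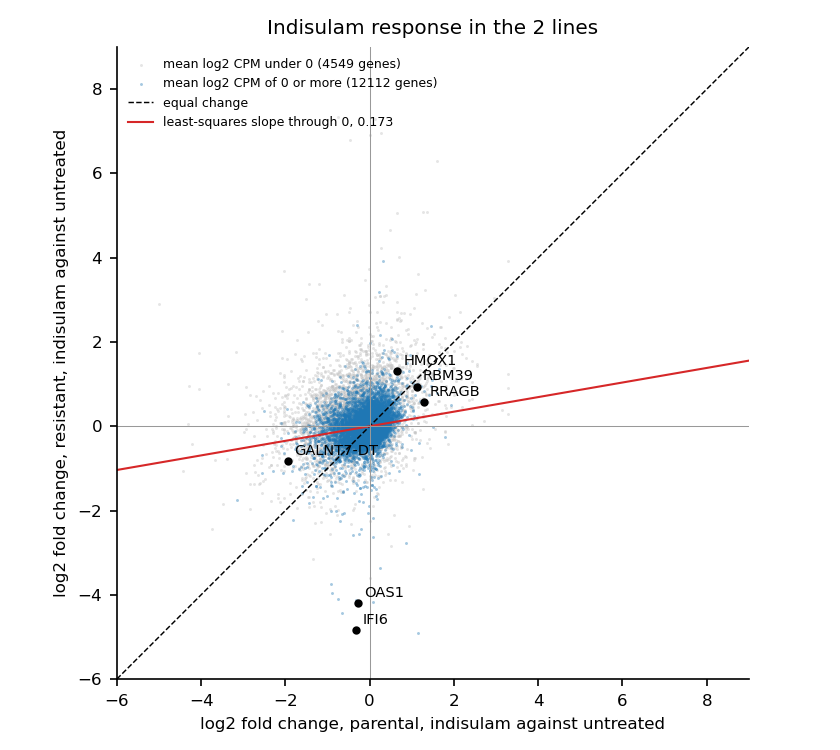
Log2 fold change on indisulam in parental cells (x axis) against resistant cells (y axis), a point per gene for 16661 genes, grey where the mean log2 CPM was under 0 and blue otherwise, with equal change as a dashed line and the slope of 0.173 in red. RBM39 rose in both lines, while IFI6 (log2 fold change -4.83) and OAS1 (-4.20) fell in resistant cells.

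Next, the lines were compared off the drug. Of the tested genes, 10021 differed, 5047 higher and 4974 lower in resistant cells, and 9865 with the replicate block. Past 1 log2 unit 1155 were higher and 680 lower. SERPINB2 (ENSG00000197632, chromosome 18, 63871692 to 63903888) was at 0.0971 ± 0.00818 CPM in parental and 32.9 ± 0.676 CPM in resistant untreated cells (SD, n = 2), a log2 fold change of 8.38 (SE 0.101, adjusted p 1.2e-26) against parental counts of 10 and 11. OAS1 (ENSG00000089127, chromosome 12, 112905856 to 112933219) was higher by 7.59 and OAS2 by 7.49 log2 units. OAS1 stood at 0.319 ± 0.00114 CPM in parental untreated and 61.5 ± 3.29 CPM in resistant untreated cells (SD, n = 2). GPR35 was lower with a log2 fold change of -3.09, MCPH1-AS1 with -2.58 and GDA (ENSG00000119125, chromosome 9, 72114595 to 72257193) with -2.19 (SE 0.041, adjusted p 5.9e-23). GPR35 overlaps CAPN10 on the same strand and MCPH1-AS1 overlaps MCPH1 on the opposite strand, so both values are uncertain.

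On the drug, 11579 genes differed between the lines, 5761 higher and 5818 lower in resistant cells, and 11472 with the replicate block. Past 1 log2 unit 2073 were higher and 387 lower, and with library totals alone 59.7% of all calls were higher (49.8% with TMM). SERPINB2 was higher by 8.49, L1CAM by 6.87 and SRPX2 by 6.61 log2 units, against parental indisulam counts of 17 and 10 for SERPINB2, 20 and 21 for L1CAM, and 52 and 52 for SRPX2. GALNT18 was lower with a log2 fold change of -2.85, GDA with -2.51 and GPR35 with -2.29. OAS1 was at 3.33 ± 0.244 CPM in resistant cells on the drug and 0.263 ± 0.0803 CPM in parental cells on the drug (SD, n = 2).

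**Figure D2:**
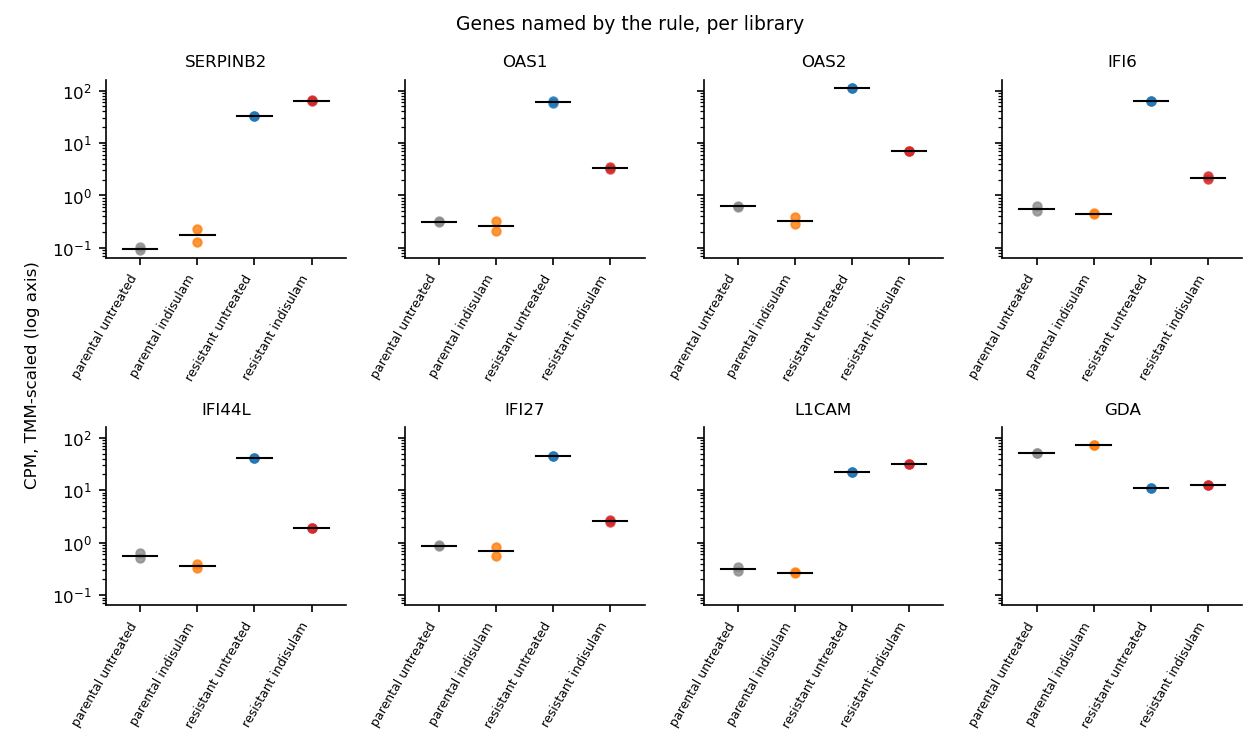
CPM after TMM scaling (log axis) per library for 8 genes named by the rule, a point per library and a bar at the mean of 2. OAS1, OAS2, IFI6, IFI44L and IFI27 were highest in the resistant untreated libraries, with means of 61.5, 111.3, 62.6, 41.8 and 44.6 CPM.

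To test whether the response itself differed between the lines, the change in resistant cells was set against the change in parental cells. These changes also differed in exposure. The parental one followed 18 h of drug, and the resistant one set continuous drug against a drug holiday. The difference, the slope and the shared calls below thus mix line with exposure and withdrawal. The difference was called for 8351 genes, 3774 higher and 4577 lower, and for 8206 with the replicate block. It passed 1 log2 unit in 1296 genes, 1167 of them higher. ADIRF-AS1 (log2 difference 1.56, SE 0.091, adjusted p 4.9e-12), NRBP2 (1.54) and RAB15 (1.52) had the largest positive differences under the naming rule. IFI6 (-4.52, SE 0.252, adjusted p 2.4e-12), OAS1 (-3.92) and IFI27 (-3.80) had the largest negative ones. Their parental counts were low, untreated and on the drug: 68 and 54 against 33 and 36 for IFI6, 35 and 34 against 24 and 16 for OAS1. For IFI27 they were 98 and 91 against 63 and 43. These genes had little room to fall in parental cells, so the differences mostly restate the fall in resistant cells.

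Across all tested genes the resistant response had a slope of 0.173 on the parental response, with a Pearson r of 0.201. On the log2(CPM + 1) scale the slope was 0.296, and the 4 slopes of single libraries ran from 0.17 to 0.39 (SD 0.106), so that SD is not a spread around 0.173. Genes are not independent replicates, so no p is given. The slope was 0.174 with the replicate block. Without a filter on low counts it was 0.006. In both lines 5599 genes were called, 3732 (66.7%) in the same direction and 1867 in opposite directions, and 3653 in the same direction with the replicate block. Of the 1055 genes past 1 log2 unit in parental cells, 281 (26.6%) were called in the same direction in resistant cells and 77 in the opposite direction. Among genes chosen in parental cells the rises were largely shared and the falls were not. Genes raised past 1 log2 unit there (median 1.33) had a median of 0.97 in resistant cells, and those lowered had -0.12. The reverse does not follow, since 623 genes rose past 1 log2 unit in resistant cells and 143 in parental cells. Of these 143, 121 had a mean CPM under 1, a class in which 529 of 660 such changes in resistant cells were rises.

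Finally, the genes listed in advance (the drug target, the degradation complex, the BCL-2 family and some kinases) were examined. Over the comparisons of groups, 73 of 100 gene and comparison pairs were called, and also 73 when p was adjusted over the list alone. The count was 70 with the replicate block and 9 when tested against 0.5 log2 units. DCAF15, the substrate receptor (ENSG00000132017, chromosome 19, 13952509 to 13961449), was at 42.0 ± 0.548 CPM in parental untreated and 24.2 ± 0.629 CPM in resistant untreated cells (SD, n = 2), with log2 fold changes of -0.80 off the drug (adjusted p 1.6e-14) and -0.60 on it (adjusted p 2.4e-12). DDA1 (ENSG00000130311, chromosome 19, 17309518 to 17323298) was lower by similar steps, -0.52 off the drug (adjusted p 1.4e-11) and -0.49 on it (adjusted p 2.2e-11). CAND1 (ENSG00000111530, chromosome 12, 67269358 to 67319953) did not differ detectably between the lines off the drug (log2 fold change 0.03, adjusted p 0.43) and was lower in resistant cells on it (-0.22, adjusted p 1.9e-07). In the study's blots, at a lower dose, CAND1 protein did not change between the lines, and resistant Panc10.05 cells still degraded RBM39.

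BCL2L1, which encodes BCL-xL (ENSG00000171552, chromosome 20, 31664452 to 31723989), changed little. It rose by 0.18 log2 units with the drug in parental cells (adjusted p 4.1e-06) and fell by 0.10 in resistant cells (adjusted p 0.0033). The lines did not differ detectably off the drug (-0.01, adjusted p 0.69), and resistant cells were lower on it (-0.30, adjusted p 9.8e-10). The BH3-only genes differed among themselves. PMAIP1 was higher in resistant cells by 0.89 log2 units off the drug (adjusted p 4.7e-15) and by 1.12 on it (adjusted p 1.1e-16). HRK was higher by 0.77 (adjusted p 1.7e-05) and 1.34 (adjusted p 1.3e-09), from parental untreated counts of 159 and 127. BBC3 was higher by 0.49 off the drug (adjusted p 2.5e-05) and by 0.73 on it (adjusted p 2.7e-07). BID was higher by 0.50 off the drug (adjusted p 7.3e-11) and by 0.18 on it (adjusted p 0.00086). BAD differed by 0.01 off the drug (adjusted p 0.85) and 0.12 on it (adjusted p 0.01), and BCL2L11 by 0.14 (adjusted p 0.0091) and -0.15 (adjusted p 0.0048). BAX was lower in resistant cells, with log2 fold changes of -0.44 off and -0.41 on the drug. Among listed genes, SRPK2, BAD and CHEK1 overlap KMT2E, GPR137 and STT3A, which held 75.0%, 68.1% and 78.0% of the reads of each pair.

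**Figure D3:**
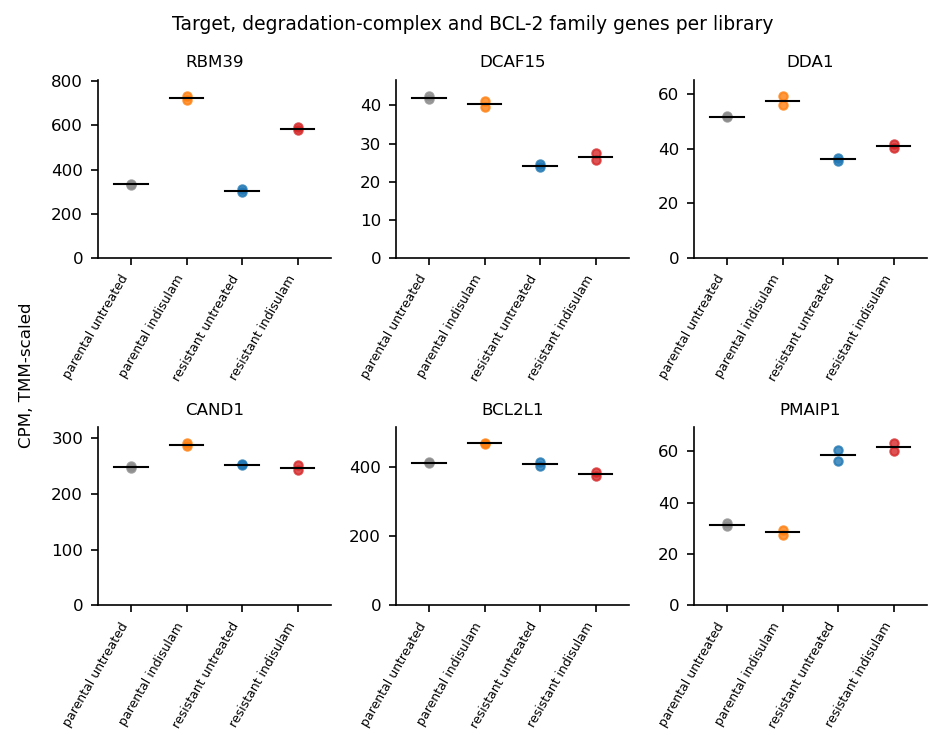
CPM after TMM scaling per library for 6 listed genes, a point per library and a bar at the mean of 2, with each vertical axis starting at 0. RBM39 was higher on the drug in both lines (723.8 and 584.2 CPM against 334.2 and 304.8), and DCAF15 and DDA1 were lower in the resistant groups.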

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

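Among the tests in this part, those of the share of reads outside genes, of depth on the mitochondrial share, of low expression, of a shared batch and the second test of background reads were chosen only after the result was seen. The interaction test used 2 libraries per group, and in simulated data with the same depth 9.9% of its calls were false. Far fewer genes changed in those data, so the false share of the real calls is not known.

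The response to indisulam differed between the lines for 8351 genes by the test of the difference itself. It does not separate line from exposure (18 h in parental cells, continuous drug against a drug holiday in resistant cells). Depth did not account for this count, since thinning all libraries to the smallest total left 7813 genes. Without the genes taking most counts 8324 genes were called. The correction for GC content and transcript length did not lower the count (8535 genes), but it kept 85.2% of the original calls, so it changed which genes were called. Of 29 interferon-stimulated genes tested from a list, 22 were called lower and 1 higher in the interaction. A list of this size is too short to supply the count, and how far a wider interferon program contributed was not tested. Without the genes past 1 log2 unit in the interaction the responses correlated with r of 0.543 across genes, but those genes had been chosen by the interaction itself, which raises r, so this value does not decide it.

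Changes past 1 log2 unit mostly fell in parental cells and rose in resistant cells, so that 90.0% of the interaction calls past 1 log2 unit were positive. Depth did not account for it, as 90.4% were positive after thinning. Of these calls, 68.0% had a mean CPM under 1. The calls were positive in 94.1% at a mean CPM under 1, in 90.7% at 1 to 10 and in 48.9% at 10 and over. The rise in resistant cells was limited to weaker expression, with 529 of 660, 84 of 140 and 10 of 67 calls past 1 log2 unit higher in these classes. In parental cells 666 of 787, 201 of 220 and 45 of 48 such calls were lower, but these were 787 of 4597 genes tested at a mean CPM under 1 and only 48 of 8811 at 10 and over. Background reads were examined in 557 genes of the olfactory receptor, bitter taste receptor, keratin-associated protein and beta-defensin families. The test as first planned could not decide, because a single gene held 75.1 to 88.2% of the summed reads, and the difference of the changes was 0.117 CPM. Without that gene the sum was 4.80 and 4.88 CPM in parental untreated, 3.86 and 4.17 in parental indisulam, 3.08 and 3.29 in resistant untreated, and 3.62 and 3.92 in resistant indisulam libraries, a difference of the changes of 1.41, which moves as the pattern does. The contrast coincides with the third principal component (9.8% of the variance), but with 4 groups that component is what remains after line and drug, so it restates the interaction and is no evidence of a batch. The labels give no batch, and a batch shared by parental untreated and resistant indisulam libraries could not be tested. The sum of background reads moved by 1.41 CPM in the same sense as the changes of weakly expressed genes. It was spread over 556 genes, and the largest gene of each library still held 21 to 33.2% of it. Background reads could thus contribute to the fall in parental cells and to the rise in resistant cells, but this sum does not show how far.

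The same interaction test called 36 of the 48 named or listed genes that were tested. Interferon-induced genes had the largest negative log2 differences: IFI6 (-4.52), OAS1 (-3.92), IFI27 (-3.80), IFI44L (-3.76) and OAS2 (-3.08). Each had at most 98 reads in any parental library, so these values mostly restate the fall in resistant cells. Negative differences were also found for NPAS2 (-1.15), GALNT18 (-0.86), RRAGB (-0.72), RBX1 (-0.37), BID (-0.33), GDA (-0.32), CHEK1 (-0.32), BCL2L1 (-0.29), BCL2L11 (-0.29), CAND1 (-0.25), MCL1 (-0.22), CUL4B (-0.20), DDB1 (-0.19), RBM39 (-0.18) and CUL4A (-0.12). Positive differences were found for ADIRF-AS1 (1.56), NRBP2 (1.54), RAB15 (1.52), PIF1 (1.38), PABPC1L (1.23), TMEM60 (1.17), GALNT7-DT (1.12), MCPH1-AS1 (0.89), GPR35 (0.81), L1CAM (0.75), HMOX1 (0.65), HRK (0.57), ZNF850 (0.50), CLK1 (0.34), PMAIP1 (0.23) and DCAF15 (0.19). All 15 genes of the fixed list among these lost their call when tested against 0.5 log2 units. The differences of RBM39, DDB1, CUL4A and CUL4B lost their call with library totals alone, those of RBM39 and CUL4A with a mean CPM of at least 1, and that of CUL4A also without a filter and after thinning. With the GC and length correction CUL4A and CUL4B lost their call. That of DCAF15 changed sign with the GC and length correction (-0.045), and that of HRK lost its call with DESeq2 and after thinning. With an adjusted p under 0.01 CUL4A and HRK were not called. For genes named by the rule for another comparison alone, the difference was not examined under the alternatives.

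Library measures moved in opposite directions in the lines in every library, which was not tested because each group had 2 libraries. Of 7 measures compared, 4 did so. The share of assignable reads outside genes changed by -1.40 percentage points with the drug in parental cells and 1.12 in resistant cells, a difference of 2.52. In 3 of 12 pairs of libraries within a line the larger library had the lower share, but pairs of untreated with treated libraries restate the change itself. Between libraries of the same group the larger had the lower share in parental untreated and resistant untreated cells and the higher share in the other groups, so an effect of depth was not shown. The duplicate share did not move that way (difference -1.89 percentage points). The mitochondrial share changed by -1.83 and 0.45 percentage points, a difference of 2.28, and in 5 of the 12 pairs the larger library had the lower share, among them every pair of the same group, so depth did not account for it. The number of genes with at least 1 read changed by -1544.5 and 1739, a difference of 3283.5, and after thinning a difference of 1933 was left with the same directions. The share of the 10 most abundant genes changed by -0.73 and 0.31 percentage points, a difference of 1.04. Mitochondrial genes among the 10 accounted for this last measure, since outside the mitochondrial genome the difference was 0 percentage points to 2 decimals. A difference in library preparation was not tested for the other measures.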

How the results depend on the processing

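The counts of genes called in the 5 comparisons stayed within 1.5 times under all alternatives but the test against 0.5 log2 units. That test called 1042 genes for indisulam in parental cells, 879 for indisulam in resistant cells, 2582 between the lines off the drug, 3509 on the drug and 908 for the difference of the responses, against 9690, 8446, 10021, 11579 and 8351. It left 146 genes changed in both lines in the same direction (3732 before) and 9 called pairs of the fixed list (73 before). Most calls were thus not shown to exceed 0.5 log2 units. With the replicate block 9537, 8319, 9865, 11472 and 8206 genes were called. With the GC and length correction and the block together the counts were 9858, 8791, 10202, 11593 and 8409. Leaving out each library gave 9477 to 9879, 8141 to 8704, 9933 to 10217 and 11460 to 11850 genes over the 4 fits that left the compared groups whole. The interaction involves all groups, so it has no count with a library left out.

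The balance of directions depended on the scaling. With library totals alone 42.0% of the parental calls were higher (54.3% with TMM), 59.7% of the resistant calls (49.1%), 59.7% of the calls between the lines on the drug (49.8%) and 65.8% of the interaction calls (45.2%), and the median log2 difference of all genes in the interaction was 0.12 in place of 0.01. Without a filter that median was 0.15. Of the 8351 interaction calls, 78.4% were kept with library totals alone and 72.2% with a mean CPM of at least 1. Genes under that mean were no longer tested and could not be kept, so the share of 72.2% is partly set by the filter.

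The slope of the resistant on the parental response was 0.006 without a filter, 0.31 with noise in the parental change removed and 0.296 on the same log2(CPM + 1) scale without that step, against 0.173. The last pair shows that the scale, not the removal of noise, moved it. With a mean CPM of at least 1 it was 0.26, and it ranged from 0.083 to 0.19 when each library was left out.

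Of 154 gene and comparison pairs, 26 changed sign under some alternative. None was named by the rule for the largest changes, and the largest log2 change among them was 0.24 in size. Library totals alone moved the median log2 change of all genes. It went from 0.014 to -0.051 in parental cells and from 0.009 to 0.058 in resistant cells. Between the lines it went from -0.015 to -0.043 off the drug and from 0.003 to 0.091 on it. In the interaction it went from 0.01 to 0.125. Each sign change listed below for library totals lay in the direction of that shift, so scaling can account for it. For the other alternatives the cause was not tested. With library totals alone the sign changed for indisulam in parental cells in HRK (-0.006), in resistant cells in CAND1 (0.018) and BCL2L2 (0.011), between lines off the drug in CAND1 (-0.001) and BAD (-0.018), between lines on the drug in SRPK1 (0.067), BCL2L2 (0.027) and MCL1 (0.040), and for the interaction in SRPK2 (0.005), BAK1 (0.103) and MTOR (0.073). Without a filter it changed for SRPK1 on the drug (0.004) and the interaction of BAK1 (0.011). With a mean CPM of at least 1 it changed on the drug for SRPK1 (0.058), BCL2L2 (0.018) and MCL1 (0.032), and in the interaction for BAK1 (0.072) and MTOR (0.043). With the GC and length correction it changed in parental cells for DCAF15 (0.124), BCL2L2 (0.002), BAD (0.004) and MTOR (0.020), between lines off the drug for DDB1 (-0.009), on the drug for CUL4B (0.028), SRPK1 (0.023), MCL1 (0.001), BAK1 (-0.128), BAD (-0.149) and MTOR (-0.053), and in the interaction for DCAF15 (-0.045), DDA1 (-0.122), BCL2L2 (-0.012), BAX (-0.153), BAD (-0.263) and BBC3 (-0.138). After thinning it changed for SRPK1 on the drug (0.010) and the interaction of BAK1 (0.027). Leaving out a library, BAD off the drug ranged from -0.012 to 0.04 and SRPK1 on the drug from -0.039 to 0.008. Under the alternatives other than leaving out a library, 158 other gene values became weaker, 80 of them in the test against 0.5 log2 units, and 36 became stronger. Leaving out a library moved 55 gene values by more than the SD between the libraries of the groups compared, and 8 became weaker and 4 stronger.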

Other observations

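Of the tests in this part, those of drug-like expression after the holiday and of scaling for DCAF15 and DDA1 were chosen only after the result was seen. The interferon pattern was noticed among the named genes, and its tests used a list of 30 other interferon-stimulated genes.

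Resistant cells had higher expression of interferon-stimulated genes than parental cells off and on the drug, and in resistant cells these genes were lower on the drug than off it. Of the 30 genes, 29 were tested. Their median log2 change between resistant and parental untreated cells was 2.65 (2.65 with the replicate block), all 29 were called higher, and the median exceeded that of 100% of 10000 random lists matched on expression, the highest of which reached 0.26. With the drug in resistant cells the median was -1.45 (-1.45 with the replicate block), 28 were called lower, and 0% of the lists had a lower median. Between the lines on the drug the median was still 1.98, with 27 called higher. With library totals alone the median between the lines off the drug was 2.62. In parental cells the median change with the drug was -0.37, and 17 genes were called lower and 2 higher. There too 0% of the random lists had a lower median (lowest -0.32), but the fall was smaller than in resistant cells. The lists were matched on the mean over all 8 libraries, which the resistant untreated libraries raised for these genes. In parental cells the listed genes were thus set against genes more strongly expressed there. Weaker genes fell more in parental cells (medians -0.26, -0.11 and 0.09 at a mean CPM under 1, 1 to 10, and 10 and over). The lists therefore do not decide the parental fall. After the GC and length correction the parental median was -0.28. The random lists were drawn from values before correction, so they cannot place that median. The median log2(CPM + 1) of the list was 3.41 and 3.36 in parental untreated, 2.90 and 2.76 in parental indisulam, 5.75 and 5.67 in resistant untreated, and 4.23 and 4.25 in resistant indisulam libraries. GC content and transcript length did not account for the rise (2.69 after correction). Summed reads of 22 interferon genes were not raised in resistant untreated libraries (lowest resistant minus highest parental untreated library -1.31 CPM). These sums held 63 to 237 reads and, like those of olfactory receptor and similar genes without the most abundant of them, were highest in parental untreated libraries, so weak transcription of interferon genes is not ruled out. As a hypothesis, the resistant line may hold an interferon-like program that is stronger after the drug holiday than on the drug. Drug withdrawal and time in culture are not separated by this design.

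DCAF15 and DDA1 were lower in resistant cells. Scaling did not account for this, since over the scaling alternatives the value nearest 0 was -0.403, and every value kept its sign and call. After the GC and length correction at least 99.4% of each change was kept. Lower DCAF15 and DDA1 may therefore be a property of this resistant line, as a hypothesis. Whether protein levels follow was not analysed here. The study's blots, at a lower dose, showed that resistant Panc10.05 cells still degraded RBM39. The study took this to point to resistance independent of RBM39. The lower messages were thus not shown to underlie the resistance.

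Resistant cells off the drug did not show a general drug-like state. The change between resistant and parental untreated cells correlated with the parental drug response with r of -0.015 and -0.005 across genes, each computed against a different parental untreated library so that no shared control could produce a correlation.

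Loss of messages with many exons was tested over 12497 protein-coding genes. The Spearman rho of the parental log2 change with the largest number of exons was -0.121 and -0.093 in the same-numbered differences, and the second did not reach the value of -0.1 set beforehand, so the criterion for such a loss was not met. The partial rho given GC content and length averaged -0.108, and with the criterion not met it was not used to judge a bias. GC content itself was related more strongly to the parental response, with rho of -0.319 and -0.366. In resistant cells the rho with exon number was -0.012 and -0.039 (partial -0.039 and -0.048), weaker than in parental cells. The rho with GC content there was 0.148 in replicate 1 and -0.066 in replicate 2.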
